A study of Mus musculus with 6 samples. Its data were reported in "Regulation of chromatin accessibility by the histone chaperone CAF-1 sustains lineage fidelity" (2022).

How the data were processed

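Single-cell RNA-seq libraries from 6 samples of cultured mouse cells were examined, prepared with droplet chemistry that reads the 3′ end of transcripts (10x Chromium). Each transcript molecule carries a unique molecular identifier (UMI), so that copies made during amplification are counted once. Each library is 1 time point of 1 arm. The CAF-1 OFF arm and the HOXA9 OFF arm each have a library at 0, 48 and 96 h. Groups were taken from the descriptions given by the submitters, with 1 library per group.

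The authors sorted live cells before loading, aligned the reads to the GRCm38 mouse assembly with Cell Ranger, and deposited the resulting values as whole-number UMI counts per gene and cell barcode. The deposited table holds 7821 barcodes and 27998 gene columns, and each value was checked to be whole and not below 0. Barcodes hold between 500 and 20001 UMIs. No UMI was present for 12727 genes, and 13565 genes were found in at least 3 barcodes. All barcodes could be assigned to a library by name. The table repeats 57 gene symbols, and the repeats carry a suffix. Reads that match several near-identical genes are hard to assign in such counts, so values for Stfa1, Gm5483 and BC100530, for Lyz1 and Lyz2, and for histone genes are uncertain at the level of the single gene. The reference annotation at hand is of an older mouse assembly than the one the authors used, so no coordinates are given.

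Cells were kept if they had 200 to 6000 genes and at most 10% of UMIs from the 13 mitochondrial genes, the limits of the study. This kept 5872 cells and removed 1949 barcodes. Each removed barcode was over the mitochondrial limit, and 0 had more than 6000 genes. The removed share was 41.7%, 18.3% and 14.5% in CAF-1 OFF at 0, 48 and 96 h, and 66.2%, 12.1% and 0.198% in HOXA9 OFF. No doublet caller entered the values reported. Scrublet, run on each library, called 131 of the 5872 cells (2.23%), and an alternative leaves those cells out.

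UMI counts were summed over the kept cells of a library and divided by the library total to give counts-per-million values (CPM). Ratios between libraries are log2 ratios after adding 10 CPM to both, which understates the change of low genes. Where a fold is given it is the ratio of CPM without that addition. A library at 0 UMIs is set to a floor of 3 counts of its own total, and the fold is then a bound. Intervals for CPM are exact 95% Poisson intervals, intervals for folds and for shares of cells are exact 95% binomial (Clopper-Pearson) intervals, and both cover counting error only. For a share of 0 cells the limit given is a floor of 3 cells of the total, which is lower than the exact upper limit and concerns cells with a UMI at that depth, not cells that express the gene. Cells of 1 library are not replicates. With 1 library per group, no test between groups was possible, and differences are described by size. The difference between the 0 h libraries of the arms shows how far apart libraries lie without treatment. The arms also differ in their clones, so each later library was set against the 0 h library of its own arm.

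Distances, gene counts and shared genes used 4789 genes with a mean of at least 20 CPM over the 6 libraries. The distance is the root mean square of the log2 ratios. A gene was counted as higher or lower when its ratio was at least 2-fold. The counting error of a distance came from 200 redraws of both libraries' counts, and the distance from counting noise alone from a pair of libraries drawn from the same rates. The comparisons at 48 and 96 h share a 0 h library. For each arm, 20 sets of unchanged libraries were therefore drawn from the rates of that library. They show how many genes pass the size at both times from counting error alone.

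Genes named in the text follow a rule. They are 34 genes that the study names, plus, in each arm, up to 5 genes with the largest rise and 5 with the largest fall from 0 to 96 h. Those genes had at least 50 CPM in 1 of the libraries compared, changed at least 2-fold in the same direction at 48 h, and differed less than 2-fold between the uninduced libraries. Members of the lists below may also be named. The lists hold progenitor (8 genes), early granulocyte (6), late granulocyte (11), monocyte (8), megakaryocyte (10), erythroid (12), mast cell or basophil (10), eosinophil (8) and lymphoid (8) genes, a background list of 7 genes not expressed in blood cells, and p53 target (10), interferon response (10) and two-cell-stage-like (8) genes. Of the lymphoid genes, 6 matched a name in the table. Cell cycle genes were 25 S phase and 25 G2/M genes, used as sums, and no phase was called per cell. For each list the median log2 ratio over the genes with a UMI in any library was set beside 10000 random lists of the same size matched on mean expression, as a description of these libraries.

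To compare shares of cells with a UMI at equal depth, each cell was thinned to 1300 UMIs, which is the 10th percentile of UMIs per cell in the shallowest library, rounded down. The number of cells below 1300 UMIs, left out of these shares, was 14, 20 and 9 in CAF-1 OFF and 1, 28 and 134 in HOXA9 OFF. A granulocyte gene was counted when any of the 6 early granulocyte genes had a UMI, and an erythroid gene when Car2, Gata2, Eng or Gfi1b had 1. Clusters were made in each library on its own (10 principal components, 20 neighbours, Leiden resolution 0.5), leaving out every listed and named gene, and carry numbers only. For neighbours between libraries, 473 cells were drawn from each library, and 2000 variable genes, 10 principal components and 20 neighbours were used.

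The code for distances and gene counts was tested on simulated data, in which 200 genes were changed by known factors in counts drawn from the real means and totals. It recovered 98% of the changed genes in CAF-1 OFF at 48 h, 100% in CAF-1 OFF at 96 h, 99% in HOXA9 OFF at 48 h and 99.5% in HOXA9 OFF at 96 h, from 4613 genes in CAF-1 OFF and 4582 in HOXA9 OFF. In these 4 simulations 0 unchanged genes passed 2-fold. The planted changes were all of 4-fold or more, in genes with at least 20 CPM at 0 h. Recovery of changes near 2-fold was therefore not tested.

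The groups, the gene lists, the named-gene rule, the measures above and most alternatives were fixed before the data were examined. The alternatives covered every barcode without a filter, a limit of 5% mitochondrial UMIs, called doublets left out, scaling by edgeR TMM factors or DESeq2 median-of-ratios size factors, a total without mitochondrial and ribosomal protein genes, and the mean of both uninduced libraries as reference. They also covered pseudocounts of 1 and 50 CPM, a minimum of 100 CPM or none, sizes of 1.5-fold and 4-fold, thinning of the summed counts, means over cells, thinning to 650 or 2600 UMIs or not at all, at least 2 UMIs for detection, Leiden resolutions of 0.25 and 1, 30 principal components, 50 neighbours, thinned cells and a gene set without cell cycle, mitochondrial and ribosomal genes for neighbours. A list median without a pseudocount and 4 other random draws of cells for the neighbour search were added after the data were seen. Bulk RNA-seq, chromatin accessibility and flow cytometry of the study were not analysed here.

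Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The random seed was 1.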

Results

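Granulocyte-macrophage progenitors from mouse bone marrow, held in self-renewal by a HOXA9 transcription factor fused to an estrogen receptor domain (iGMPs), were profiled by single-cell RNA-seq in the course of 2 inductions. In the CAF-1 OFF arm, a short hairpin RNA against Chaf1b, a subunit of the histone chaperone CAF-1, was switched on with IPTG while estradiol kept HOXA9 active. In the HOXA9 OFF arm, estradiol was withdrawn from a control clone, which inactivates the fusion protein and lets the cells mature into neutrophils. Each arm was sampled at 0, 48 and 96 h, with 1 library per time point and no replicates, so no difference below was tested between groups. The kept cells numbered 647, 927 and 911 in CAF-1 OFF and 473, 1404 and 1510 in HOXA9 OFF at 0, 48 and 96 h. Their UMI counts summed to 4214525, 5589486 and 5394352 in CAF-1 OFF, and to 4190199, 5310431 and 3524285 in HOXA9 OFF. The median UMI count per cell was 6571, 5998 and 5956 in CAF-1 OFF. It was 8660 at 0 h in HOXA9 OFF and fell to 3535.5 at 48 h and 2043.5 at 96 h. The median number of genes per cell was 2144, 2079 and 2006 in CAF-1 OFF and 2487, 1250 and 785.5 in HOXA9 OFF. In HOXA9 OFF at 96 h the 10 most abundant genes held 26.1% of UMIs, against 7.56% at 0 h, and S100a8 with S100a9 held 11.3%. In the CAF-1 OFF libraries the 10 most abundant genes held between 7.55% and 8.21%.

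The transcript targeted by the hairpin was examined first. Chaf1b was at 35.6 CPM (95% Poisson interval 30.1 to 41.8) in the CAF-1 OFF library at 0 h. At 48 h it was at 3.22 CPM (1.91 to 5.09, 18 UMIs), which is 11.1-fold lower, and at 96 h at 6.49 CPM (4.52 to 9.02, 35 UMIs), which is 5.49-fold lower. The log2 ratios to 0 h, after adding 10 CPM, were −1.79 and −1.47. In the HOXA9 OFF arm, which carries no hairpin against it, Chaf1b also fell. It went from 51.5 CPM (44.9 to 58.9) at 0 h to 15.3 CPM (12.1 to 19.0) at 48 h and 1.13 CPM (0.309 to 2.91, 4 UMIs) at 96 h, falls of 3.38-fold and 45.4-fold (log2 ratios of −1.29 and −2.47). A pseudocount of 1 CPM moved the ratios of CAF-1 OFF at 48 h and HOXA9 OFF at 96 h most, to −3.12 and −4.62. The ratios of CAF-1 OFF at 96 h and HOXA9 OFF at 48 h moved further with 50 CPM than with 1 CPM. Chaf1a, the partner subunit, was at 32.7, 29.0 and 23.0 CPM in CAF-1 OFF. In HOXA9 OFF it was at 32.2 CPM at 0 h, 12.8 CPM at 48 h and 0 UMIs at 96 h, at least 37.8-fold lower than at 0 h. Estradiol withdrawal acts on the HOXA9 protein, so no transcript checks that arm in the same way. Hoxa9 itself was at 24.7, 24.2 and 23.4 CPM in CAF-1 OFF and at 23.1, 71.9 and 53.3 CPM in HOXA9 OFF. Cebpa was at 51.7, 66.9 and 68.2 CPM in CAF-1 OFF and at 58.0, 35.0 and 41.4 CPM in HOXA9 OFF, and Elf1 at 55.5, 47.2 and 44.3 CPM and at 69.0, 61.0 and 46.5 CPM.

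To ask whether CAF-1 OFF cells stay closer to uninduced iGMPs than HOXA9 OFF cells, each library was set against the 0 h library of its arm over 4789 genes. The distance, as the root mean square of log2 ratios, was 0.408 in CAF-1 OFF at 48 h and 0.602 at 96 h. It was 1.16 and 1.87 in HOXA9 OFF. The uninduced libraries of the arms lay 0.256 apart, and counting noise alone would give between 0.101 and 0.116 in these comparisons. A pseudocount of 1 CPM moved the CAF-1 OFF distances most, to 0.585 and 0.824, and leaving out the minimum level moved the HOXA9 OFF distances most, to 0.730 and 1.16. Spearman's rho with the 0 h library, across genes that are not independent replicates, was 0.945 and 0.885 in CAF-1 OFF, 0.595 and 0.242 in HOXA9 OFF and 0.975 between the uninduced libraries. A search for the 20 nearest neighbours of single cells gave the same order of the arms. At 48 h, 19.1% of the neighbours of a CAF-1 OFF cell lay in either uninduced library, against 1.16% for a HOXA9 OFF cell. At 96 h the percentages were 0.846% in CAF-1 OFF and 0.0106% in HOXA9 OFF. For uninduced cells of the CAF-1 OFF and HOXA9 OFF arms they were 92.1% and 95.1%. By this measure, cells of both arms were thus almost fully apart from uninduced cells at 96 h. Thinning all cells to 1300 UMIs moved this measure most, to 29.7% in CAF-1 OFF at 48 h.

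The study had seen a bias towards higher expression after CAF-1 depletion in bulk RNA-seq, and the direction of change was therefore counted. In CAF-1 OFF at 48 h, 132 genes were at least 2-fold higher than at 0 h and 2 were lower, so that 98.5% of these genes were higher. At 96 h, 250 genes were higher and 41 lower (85.9% higher). In HOXA9 OFF, 621 genes were higher and 940 lower at 48 h (39.8% higher), and 865 were higher and 1906 lower at 96 h (31.2% higher). Between the uninduced libraries, 36 genes were at least 2-fold higher in the HOXA9 OFF arm and 7 lower. A size of 1.5-fold moved the CAF-1 OFF counts by the largest number of genes, to 339 higher and 61 lower at 48 h and to 561 higher and 421 lower at 96 h (57.1% higher). The split in HOXA9 OFF depended on the scaling. With TMM factors 56.5% of the genes past the size were higher at 48 h and 46.0% at 96 h, and with median-of-ratios factors 53% and 48.6%. A total without mitochondrial and ribosomal protein genes gave 21.9% at 96 h. Relative to scaling by total UMIs, TMM moved the median ratio of all genes by 0.28 and 0.43 in HOXA9 OFF at 48 and 96 h, median-of-ratios by 0.23 and 0.50, and the smaller total by −0.33 at 96 h. In CAF-1 OFF, TMM gave 99.1% and 92.7% higher, and median-of-ratios 98.2% and 89.2%.

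**Figure D1:**
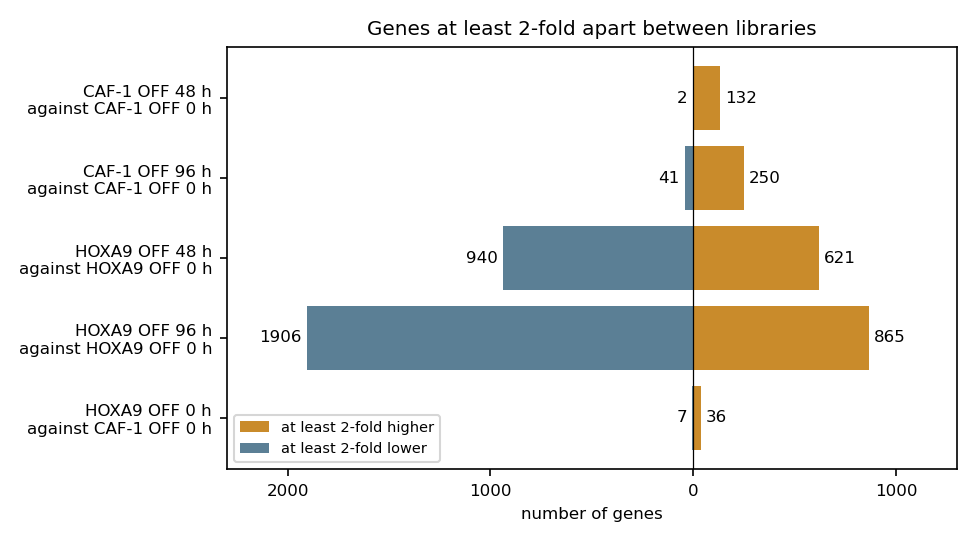
Horizontal bars show the number of genes, of 4789 with a mean of at least 20 CPM, that were at least 2-fold higher or lower than at 0 h in each arm at 48 and 96 h, with the pair of uninduced libraries beside them. Higher genes outnumbered lower ones in CAF-1 OFF (132 against 2, and 250 against 41), and lower genes outnumbered higher ones in HOXA9 OFF under scaling by total UMIs (940 against 621, and 1906 against 865), an order that TMM and median-of-ratios scaling turned at 48 h.

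Of the genes higher in CAF-1 OFF at 48 h, 127 were also higher at 96 h, and 0 of the 2 lower genes were also lower at 96 h. In HOXA9 OFF, 555 genes were higher and 911 lower at both times. Unchanged libraries drawn against the same 0 h library gave 0 such genes in either direction. Those draws hold counting error only. They leave out other differences between libraries, and the uninduced libraries of the arms had 43 genes at least 2-fold apart. To see how far the arms move the same genes, the overlap was counted. At 48 h, 69 of the 132 genes higher in CAF-1 OFF (52.3%) were also higher in HOXA9 OFF, where independence would give 17.1, and 15 were lower. At 96 h, 158 of 250 (63.2%) were higher in both, where independence would give 45.2, and 31 were lower in HOXA9 OFF. Of the 41 genes lower in CAF-1 OFF at 96 h, 34 were lower in HOXA9 OFF (82.9%), where independence would give 16.3. A pseudocount of 50 CPM moved the shared percentage most at 48 h, to 38.2%, and a 4-fold size most at 96 h, to 45%.

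By the named-gene rule, the largest rises in CAF-1 OFF at 96 h on the log2 scale were those of Pf4 (6.27), Tgm3 (5.03), Slpi (4.85), Stfa1 (4.81) and Lcn2 (4.55), and no fall met the rule. Slpi went from 141 to 4342 CPM, and Tgm3 from 0.949 to 348 CPM. In HOXA9 OFF the largest rises were those of S100a8 (12.64), S100a9 (12.23), Gm5483 (10.88), Stfa1 (10.82) and BC100530 (10.46). The largest falls were those of Ctsg (−7.26), Stmn1 (−6.24), Mif (−5.65), 2810417H13Rik (−5.47) and Dut (−5.33). Ctsg went from 3309 to 11.6 CPM and Mif from 2079 to 31.5 CPM. Stfa1, Gm5483 and BC100530 are near-identical copies, and the split of counts between them is uncertain.

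Genes of the progenitor state were compared first among the lineage genes. Cd34 was at 756, 738 and 707 CPM in CAF-1 OFF, and at 660, 67.2 and 28.4 CPM in HOXA9 OFF, a fall of 23.3-fold at 96 h. Prtn3 was at 1281, 1676 and 1874 CPM in CAF-1 OFF, and at 1181, 2088 and 31.2 CPM in HOXA9 OFF. Flt3 was at 99.4, 99.5 and 63.0 CPM in CAF-1 OFF, and at 77.3, 1.88 and 3.97 CPM in HOXA9 OFF. The progenitor list had a median log2 ratio of 0.025 at 48 h and −0.073 at 96 h in CAF-1 OFF, where the summed list was 1.52-fold higher at 96 h, opposite in sign to the median. TMM scaling set the median at 96 h to 0.0061. In HOXA9 OFF the medians were −2.08 and −3.99, below each of 10000 random lists matched on expression.

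Granulocyte genes rose in both arms, to different extents. Elane went from 129 to 913 and 1386 CPM in CAF-1 OFF, 10.8-fold higher at 96 h (9.87 to 11.8). In HOXA9 OFF it was at 48.2 CPM at 0 h, 512 at 48 h and 3.69 at 96 h. Ms4a3 behaved alike, with 115, 371 and 1302 CPM in CAF-1 OFF and 64.9, 934 and 14.2 CPM in HOXA9 OFF. Cebpe reached 785 CPM in CAF-1 OFF and 625 CPM in HOXA9 OFF at 96 h, from 67.4 and 82.3 CPM. Fcnb went from 3.32 to 69.9 CPM in CAF-1 OFF, and from 3.82 to 354 and 114 CPM in HOXA9 OFF. The early granulocyte list had medians of 1.67 and 2.96 in CAF-1 OFF, above each random list, and 3.06 and −1.09 in HOXA9 OFF. Its sum in HOXA9 OFF at 96 h was 2.79-fold higher than at 0 h, opposite in sign to the median. Late granulocyte genes differed more between the arms. S100a8 was at 0 UMIs at 0 h in CAF-1 OFF and at 22.4 CPM at 96 h, at least 31.5-fold higher, and went from 1 UMI to 65259.5 CPM (64993 to 65527) in HOXA9 OFF. Ltf reached 3720 CPM in HOXA9 OFF at 96 h, and had 0 UMIs in the 3 CAF-1 OFF libraries, where the floor of 3 counts is between 0.537 and 0.712 CPM. Ly6g reached 456 CPM in HOXA9 OFF at 96 h, at least 637-fold higher, and had at most 1 UMI in a CAF-1 OFF library. Itgam reached 12.4 CPM in CAF-1 OFF and 231 CPM in HOXA9 OFF, from 3 and 5 UMIs, folds of 17.4 (5.72 to 86.7) and 193 (82.5 to 597). Lyz1 rose from 0 UMIs in both arms, to 113 CPM in CAF-1 OFF and 213 CPM in HOXA9 OFF, at least 159-fold and 297-fold, while Lyz2 stayed at or below 0.716 CPM in the 6 libraries. Lyz1 and Lyz2 are near-identical, so the split between them is uncertain. The late granulocyte list had medians of 0.15 and 0.51 in CAF-1 OFF, at the 95.9th and 99.6th percentile of random lists, and of 3.93 and 8.34 in HOXA9 OFF. In CAF-1 OFF its sum was 21.4-fold higher at 48 h and 35.6-fold (30.2 to 42.4) at 96 h, when 4 of 11 genes, Lcn2 among them, were at least 2-fold higher. In HOXA9 OFF at 96 h each of the 11 genes was. Without a pseudocount and with zeros at the floor, the setting that moved list medians most, it was 3.55 in CAF-1 OFF at 96 h. Ly6c2, of the monocyte list, went from 32.3 to 169 and 228 CPM in CAF-1 OFF and from 10.98 to 464 and 359 CPM in HOXA9 OFF. That list had medians of 0.088 and 0.11 in CAF-1 OFF, where its sum at 96 h went the other way (−0.13), and of 0.39 and 0.76 in HOXA9 OFF.

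**Figure D2:**
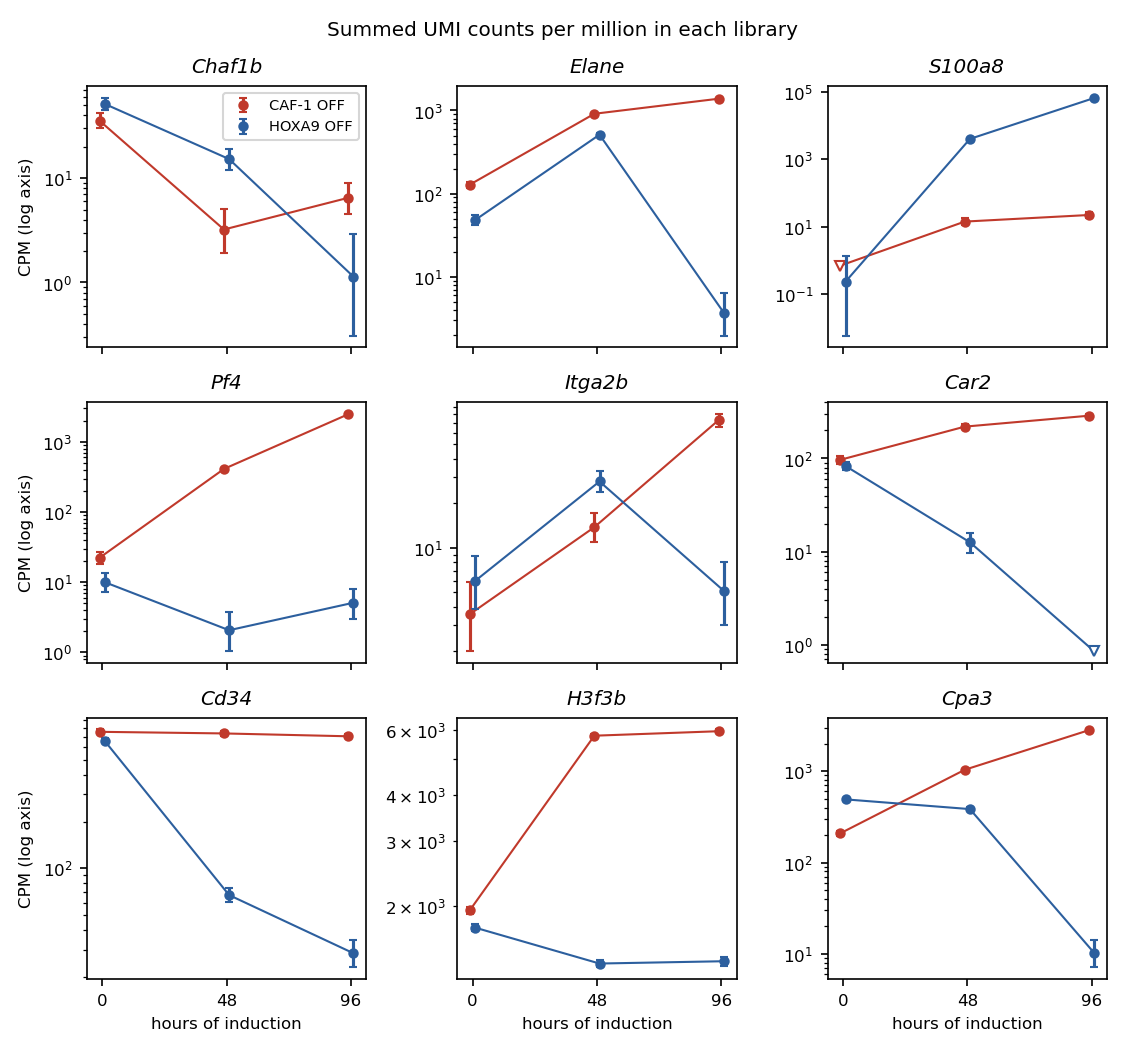
Each panel shows a gene's level in CPM on a log axis against hours of induction for both arms, with 95% Poisson intervals as bars and an open triangle at the floor of 3 counts where a library had 0 UMIs. Pf4 rose in CAF-1 OFF to 2481 CPM and stayed at or below 10.0 CPM in the HOXA9 OFF libraries, while S100a8 reached 65259.5 CPM in HOXA9 OFF and 22.4 CPM in CAF-1 OFF.

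Genes of megakaryocyte and erythroid progenitors were compared because the study described a mixed-lineage state after CAF-1 depletion. Pf4 went from 22.3 CPM (18.02 to 27.3) to 412 CPM (395 to 429) at 48 h and 2481 CPM (2440 to 2524) at 96 h in CAF-1 OFF, folds of 18.5 and 111 (90.8 to 138). In HOXA9 OFF it was at 10.0, 2.07 and 5.11 CPM. Itga2b went from 3.56 to 13.8 and 73.0 CPM in CAF-1 OFF, 20.5-fold higher at 96 h (12.3 to 37.0). It also rose in HOXA9 OFF at 48 h, from 5.97 to 28.1 CPM (23.7 to 32.9), a 4.70-fold difference, and was at 5.11 CPM at 96 h. The megakaryocyte list, in which 9 of 10 genes had a UMI, had medians of 0.38 and 1.00 in CAF-1 OFF and of 0.027 and 0 in HOXA9 OFF. In CAF-1 OFF at 96 h the median lay above each random list and 5 genes were at least 2-fold higher. Its sum there was 53.3-fold higher (46.6 to 61.3), and 3.81 was the median without a pseudocount. Car2 went from 96.8 to 220 and 288 CPM in CAF-1 OFF, and from 83.1 to 12.6 CPM and 0 UMIs in HOXA9 OFF, at least 97.6-fold lower. Eng, with 5 UMIs at 0 h, rose 18.4-fold in CAF-1 OFF at 96 h (7.68 to 57.8), to 21.9 CPM, and had at most 1 UMI in a HOXA9 OFF library. Gfi1b went from 5.93 to 32.4 CPM and Gata2 from 27.0 to 43.9 CPM in CAF-1 OFF, against 2.63 to 1.99 CPM and 34.8 to 5.39 CPM in HOXA9 OFF. Gata1 went from 1.19 to 12.4 CPM in CAF-1 OFF. Klf1 was at 1.66 and 1.67 CPM at 0 and 96 h in CAF-1 OFF, a difference not detectable at this depth. The erythroid list had medians of 0.31 and 0.85 in CAF-1 OFF, with 5 of 12 genes at least 2-fold higher at 96 h, and of −0.024 and −0.071 in HOXA9 OFF. Tub and Cxcl3 had 0 UMIs at 0 h in both arms and reached 12.6 and 104 CPM in CAF-1 OFF at 96 h, at least 17.7-fold and 146.1-fold higher. In HOXA9 OFF, Tub stayed at 0 UMIs and Cxcl3 reached 1.70 CPM.

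The remaining lists were read in the same way. The eosinophil list had medians of 0.29 at both times in CAF-1 OFF and of 1.96 and 0.68 in HOXA9 OFF, and Prg2 was at 16629 CPM in HOXA9 OFF at 48 h, from 876 CPM. The lymphoid list, in which 4 of 6 genes had a UMI, had medians of 0.66 and 0.96 in CAF-1 OFF, where Nkg7 went from 52.4 to 290 CPM and Cd79a from 1.66 to 31.9 CPM. Its medians in HOXA9 OFF were −0.049 and −0.31. The mast cell or basophil list had medians of 0.19 and 0.50 in CAF-1 OFF and of −0.39 and −1.48 in HOXA9 OFF. In CAF-1 OFF at 96 h, 2 of its 10 genes were at least 2-fold higher, Cpa3 (209 to 2813 CPM) and Mcpt8 (40.1 to 1159 CPM). This list is the one that differed most between the uninduced libraries, by 1.17, higher in the HOXA9 OFF arm. The background list of genes not expressed in blood had 1 UMI in the 6 libraries together.

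**Figure D3:**
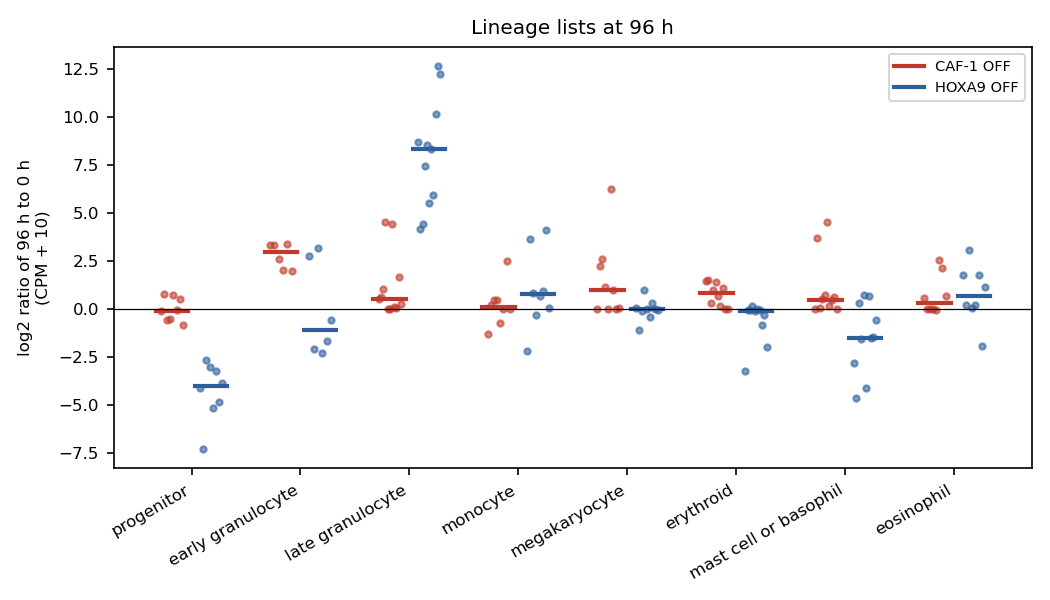
Points are the genes of 8 lists and lines their medians, plotted as the log2 ratio of 96 h to 0 h after adding 10 CPM, for both arms. In CAF-1 OFF the medians of the early granulocyte (2.96), megakaryocyte (1.00) and erythroid (0.85) lists lie above 0, and in HOXA9 OFF the late granulocyte list (8.34) lies highest and the progenitor list (−3.99) lowest.

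Histone-related genes that the study names were also read. H3f3b went from 1948 to 5791 and 5956 CPM in CAF-1 OFF, 3.06-fold higher at 96 h, and was at 1746, 1395 and 1415 CPM in HOXA9 OFF. H1fx went from 40.6 to 209 and 311 CPM in CAF-1 OFF (7.67-fold) and from 119 to 23.2 and 1.70 CPM in HOXA9 OFF. Cenpa was at 393, 515 and 547 CPM in CAF-1 OFF and at 384, 239 and 28.1 CPM in HOXA9 OFF. Hist1h2ap fell from 14.7 to 6.08 and 5.75 CPM in CAF-1 OFF and from 18.4 to 9.04 and 1.99 CPM in HOXA9 OFF. It had between 7 and 77 UMIs in a library. The study named these genes as higher in CAF-1 OFF than in HOXA9 OFF cells, which is another comparison than that with 0 h. Between the arms, the Hist1h2ap log2 ratio of CAF-1 OFF to HOXA9 OFF was −0.24 at 48 h and 0.39 at 96 h. Histone genes have near-identical copies and these values are uncertain for the single gene.

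Whether several lineages' genes lie in the same cells was asked with each cell thinned to 1300 UMIs. A UMI of an early granulocyte gene together with 1 of Pf4 or Itga2b was found in 0.790% of cells (exact 95% interval 0.257 to 1.83) in CAF-1 OFF at 0 h, in 25.03% (22.2 to 28.0) at 48 h and in 77.4% (74.5 to 80.1) at 96 h. In HOXA9 OFF it was found in 0 of 472 cells at 0 h, which allows a share of cells with such UMIs of up to 0.636% (3 cells of the total), in 2.40% (1.66 to 3.35) at 48 h and in 0.436% (0.160 to 0.947) at 96 h. Without thinning, the shares at 0, 48 and 96 h were 9.74%, 57.7% and 95.5% in CAF-1 OFF and 8.88%, 7.62% and 1.13% in HOXA9 OFF. The rise in HOXA9 OFF from 0 to 48 h was thus not seen without thinning, where its cells at 0 h were deeper. Among the alternatives, leaving the cells unthinned moved the shares at 48 h most. At 96 h the share in CAF-1 OFF moved most when 2 UMIs were required, to 57.3%, and that in HOXA9 OFF at 2600 UMIs, to 2.11% of the 426 cells deep enough. If the genes were spread independently over the cells of a library, the products of the single shares would be 19.4% at 48 h and 75.3% at 96 h in CAF-1 OFF and 2.89% and 0.248% in HOXA9 OFF. Adding an erythroid gene, all 3 kinds were found in 6.17% (4.70 to 7.94) and 25.9% (23.1 to 28.9) of CAF-1 OFF cells at 48 and 96 h, against products of 5.45% and 25.3%. At 0 h this was 0 of 633 cells, which allows up to 0.474% by the same floor. Without thinning, all 3 kinds were found in 4.64%, 38.6% and 67.3% of CAF-1 OFF cells at 0, 48 and 96 h. An erythroid gene alone was already found in 50.5% of unthinned CAF-1 OFF cells at 0 h. In thinned CAF-1 OFF cells at 96 h, Pf4 or Itga2b was found in 83.4%, Pf4 in 82.8% and Itga2b in 8.09%. An erythroid gene was found in 33.6%, Car2 in 26.9% and Eng in 2.44%. The megakaryocyte and erythroid parts of these shares thus rest mostly on Pf4 and Car2. Elane with Pf4 was found in 17.9% and 52.0% of CAF-1 OFF cells, against products of 11.7% and 49.4%, and Ly6c2 with Pf4 in 8.82% and 17.4%, against 4.38% and 16.6%. The genes not expressed in blood were found in 0 thinned cells of each library, a floor of 0.218% to 0.636%. In HOXA9 OFF at 48 and 96 h, 0.0727% and 0.218% of thinned cells had a Pf4 UMI. Those libraries hold little Pf4, so these shares do not measure its free RNA in CAF-1 OFF. Within CAF-1 OFF at 96 h, Prg2 was at 879 CPM yet was found in 8.65% of thinned cells, while Pf4 at 2481 CPM was found in 82.8%.

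**Figure D4:**
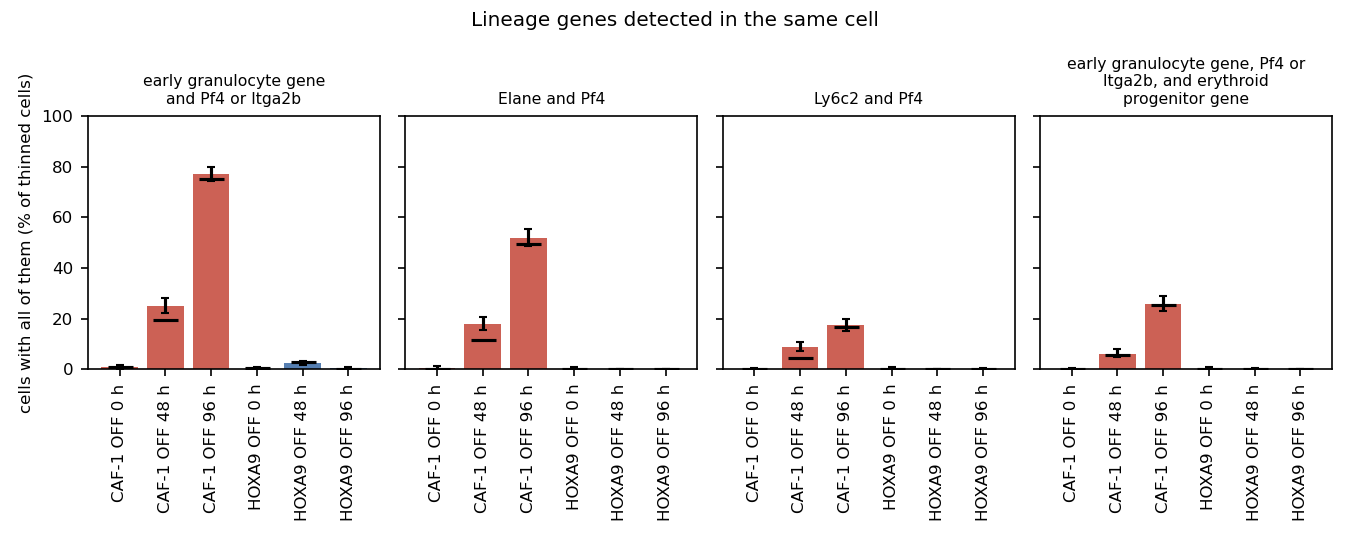
Bars show the percentage of cells, each thinned to 1300 UMIs, with UMIs of the named genes together in each of the 6 libraries, with exact 95% binomial intervals as error bars and a short black line at the product of the single shares. An early granulocyte gene with Pf4 or Itga2b was found in 77.4% of CAF-1 OFF cells at 96 h and in 0.436% of HOXA9 OFF cells.

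Whether Pf4 is confined to a sub-population was asked with clusters made without the listed and named genes. In CAF-1 OFF at 96 h there were 5 clusters, with Pf4 between 1824 and 3053 CPM and a Pf4 UMI in 84.5% to 100% of their cells. Over the alternatives the lowest share in a cluster lay between 83.5% and 87.2%. At 48 h there were 6 clusters, with Pf4 between 53.3 and 1021 CPM and a UMI in 26.4% to 89.2% of their cells. At 0 h, 8.60% to 23.5% of the cells of 4 clusters had a Pf4 UMI.

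Cycling was read from summed cell cycle genes, since the study examined it by flow cytometry at 48 h. The S phase genes summed to 3269, 3212 and 2560 CPM in CAF-1 OFF and to 2945, 1107 and 235 CPM in HOXA9 OFF. The log2 ratios to 0 h were −0.025 and −0.35 in CAF-1 OFF and −1.41 and −3.65 in HOXA9 OFF. The G2/M genes summed to 4688, 5189 and 5001 CPM in CAF-1 OFF and to 4476, 2517 and 844 CPM in HOXA9 OFF, ratios of 0.15, 0.093, −0.83 and −2.41. Median-of-ratios factors moved these ratios most, to −3.08 for S phase and −1.84 for G2/M genes in HOXA9 OFF at 96 h. The G2/M ratio in CAF-1 OFF at 96 h turned to −0.031 at a limit of 5% mitochondrial UMIs. The small S phase ratio in CAF-1 OFF at 48 h changed its sign with the cell filter and was 0.063 at that limit.

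Whether more genes are read per cell at equal depth after CAF-1 depletion was asked last. At 1300 UMIs the median was 728, 740 and 718 genes in CAF-1 OFF, changes of 12 and −10. In HOXA9 OFF it was 725, 647 and 570.5 genes, changes of −78 and −154.5. Leaving the cells unthinned moved the changes most, to −65 and −138 in CAF-1 OFF and to −1237 and −1702 in HOXA9 OFF, so that the sign at 48 h in CAF-1 OFF depended on depth.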

Values the study reported

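The study removed cells with fewer than 200 or more than 6000 genes and cells with over 10% mitochondrial reads, and sequenced its single-cell libraries to an average of 100,000 reads per cell. In its separate bulk RNA-seq at 48 h, 75% of the genes that changed after CAF-1 depletion were upregulated in iGMPs, and 95% in primary hematopoietic stem and progenitor cells. Of the genes upregulated by CAF-1 depletion, 56% in iGMPs and 26% in the primary cells were also upregulated when HOXA9 was switched off.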

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

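The tests of the filter, of cells rich in Cma1, of a few cells with Cpa3 and Mcpt8 and of the scaling of the mast cell list were chosen after their results were seen. The values in removed barcodes and the difference between the arms were picked out by rules of size, not by a test.

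Pf4 was also present in barcodes that the mitochondrial limit removed, which enter the values only in the alternative without a filter on cells. Relative to UMIs outside mitochondrial genes, the per-million Pf4 level of the removed barcodes was 135 in CAF-1 OFF at 48 h (95% Poisson interval 83.8 to 207, from 21 UMIs in 208 barcodes) and 2008 at 96 h (1818 to 2212, in 155 barcodes). The removed barcodes of the uninduced libraries had levels of 20.6 and 12.2, so the later values lie above the level without treatment. In the kept cells the levels were 436 and 2635. The ratio of removed to kept was 0.762 at 96 h and 0.311 at 48 h, which argues against the filter having taken out a kind of cell richer in Pf4 than the cells kept. Removed barcodes held few UMIs outside mitochondrial genes, with medians of 371.5 at 48 h and 978 at 96 h against 5672 and 5616 in kept cells. Damaged cells that lost cytoplasmic RNA, and droplets with free RNA, are candidate explanations that these counts do not separate. A rise of Pf4 after CAF-1 depletion in all cells, removed or kept, remains open as the biological one. The level in removed barcodes did not go down for all genes, since Cpa3 was at 6146 in removed barcodes and 2987 in kept cells in CAF-1 OFF at 96 h.

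The mast cell or basophil list moved in opposite directions in the arms at 96 h, with medians of 0.50 in CAF-1 OFF and −1.48 in HOXA9 OFF, a difference of 1.98. That difference was not tested, as each arm has 1 library per time point. The arms did not start alike, because the list was 1.17 higher in the uninduced HOXA9 OFF library. With the mean of both uninduced libraries as reference, the CAF-1 OFF median was −0.12 at 48 h and 0.043 at 96 h, and the HOXA9 OFF median −0.018 and −0.92. The rise of the list median in CAF-1 OFF therefore depends on the reference. The fall in HOXA9 OFF at 96 h kept its sign but was smaller. The pooled reference still includes the uninduced HOXA9 OFF library, so it cannot tell how far that fall depends on the high start of that library. Scaling is excluded as the cause of the opposite signs, because the CAF-1 OFF median was at least 0.49 and the HOXA9 OFF median at most −1.32 under TMM and median-of-ratios factors. In the uninduced HOXA9 OFF library, 6 cells had at least 10 Cma1 UMIs, and were also rich in Cpa3 and Mcpt8 (22568 CPM together). If the rise of Cpa3 and Mcpt8 in CAF-1 OFF had come from cells of that kind, Cma1, Tpsb2, Ms4a2 and Prss34 together would have reached 1490.25 CPM. They were at 10.8 CPM, which argues against Cma1-rich cells as the source of the rise, although the proportion rests on few cells. A gain of a few cells with Cpa3 and Mcpt8 but little Cma1 is argued against as well, unless free RNA from such cells reached the other droplets. The 5% of thinned CAF-1 OFF cells with most Cpa3 at 96 h held 15.9% of its UMIs and those with most Mcpt8 held 20.6%, where a few cells need over 50%. Cpa3 was found in 83.7% and Mcpt8 in 69.1% of thinned cells, against 17.2% and 4.42% at 0 h, and Cpa3 was at 1705 CPM or more in each of the 5 clusters. How far free RNA adds to these shares, or lowers the percentages in the top cells, was not tested for Cpa3 and Mcpt8. Removed barcodes of CAF-1 OFF at 96 h held 1258 Cpa3 UMIs in 155 barcodes, against 15174 in 911 kept cells. Free RNA of Cpa3 from a few cells therefore stays open. A change of Cpa3 and Mcpt8 within the cells of the arm may explain the pattern and stays open as well, as does a difference between the clones of the arms, which the design does not separate from the treatment.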

How the results depend on the processing

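Of the alternatives tried, the list medians without a pseudocount and the 4 other draws of cells were chosen after the data were seen, and the rest before. For the values that answer a comparison, 442 of the recomputed values stayed within their counting interval or, for counts of genes, within 1.5 times, 370 moved further without changing direction where one was called, and 4 changed sign. For values of single genes and secondary measures, 324 stayed, 326 moved and 1 changed sign. For the named genes, the 55 changes of at least 2-fold between 0 and 96 h gave 495 values over 9 alternatives, of which 0 changed sign. No paired analysis was possible because each group has 1 library and the labels give no replicate numbers. No alternative failed to run. Unless stated, the cause of a movement was not tested.

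HOXA9 OFF lay further from its 0 h library than CAF-1 OFF at both times under each alternative, with distances over the alternatives of 0.257 to 0.585 and 0.395 to 0.824 in CAF-1 OFF at 48 and 96 h, and 0.730 to 1.56 and 1.16 to 2.57 in HOXA9 OFF. The share of higher among changed genes in CAF-1 OFF stayed above 50% under each alternative, between 84.8% and 100% at 48 h and between 57.1% and 98.4% at 96 h. In HOXA9 OFF it lay on both sides of 50% at 48 h, between 36.9% and 57.3%, and between 21.9% and 48.6% at 96 h. The early granulocyte, megakaryocyte and erythroid medians were above 0 in CAF-1 OFF under each alternative, and co-detection was higher in CAF-1 OFF than in HOXA9 OFF at both times. The main values to set beside those below are 132 genes higher and 2 lower in CAF-1 OFF at 48 h, 250 and 41 at 96 h, 621 and 940 in HOXA9 OFF at 48 h, and 865 and 1906 at 96 h. Below, a pair of values is for 48 and 96 h in that order, and a list or arm not given moved less than its counting interval or, for counts of genes, less than 1.5 times.

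Values that changed sign were few. Under TMM the progenitor median in CAF-1 OFF at 96 h was 0.0061. Against both uninduced libraries the mast cell median in CAF-1 OFF at 48 h was −0.12, which follows from the 1.17 by which this list differs between those libraries. At 5% mitochondrial UMIs the p53 target median in CAF-1 OFF at 96 h was −0.059 and the G2/M ratio −0.031, and the cause was not tested. Without thinning, the change in genes per cell in CAF-1 OFF at 48 h was −65, since the cells at 48 h were shallower than at 0 h. Changes of sign also occurred in values too small to be called, such as the S phase ratio in CAF-1 OFF at 48 h.

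A smaller pseudocount, 1 CPM, widens the ratios of low genes by construction. Chaf1b log2 changes were −3.12 and −2.29 in CAF-1 OFF, and −1.69 and −4.62 in HOXA9 OFF. Distances were 0.585 and 0.824 in CAF-1 OFF, and 1.56 and 2.57 in HOXA9 OFF. In CAF-1 OFF, 260 genes were higher and 8 lower at 48 h, and 425 were higher and 93 lower at 96 h. Shared genes were 65.4% at 48 h and 72.5% at 96 h. With 1 CPM, CAF-1 OFF list medians were 2.56 and 3.45 for early granulocyte, 1.05 and 2.40 for late granulocyte, 0.43 and 0.28 for monocyte, 1.35 and 2.00 for megakaryocyte, 1.23 and 1.79 for erythroid, 0.56 and 0.97 for mast cell, 0.56 and 0.51 for eosinophil, and 1.18 and 1.54 for lymphoid genes. With 1 CPM, HOXA9 OFF list medians were −2.44 and −5.23 for progenitor, 3.23 and −1.52 for early granulocyte, 5.91 and 9.73 for late granulocyte, 1.43 and 1.64 for monocyte, −0.21 and −0.44 for erythroid, and 2.96 and 1.52 for eosinophil genes, and at 48 h alone 0.25 for megakaryocyte genes, and at 96 h alone −2.94 for mast cell and −1.03 for lymphoid genes.

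A larger pseudocount, 50 CPM, narrows them by construction. Chaf1b log2 changes were −0.69 and −0.60 in CAF-1 OFF, and −0.64 and −0.99 in HOXA9 OFF. Distances were 0.257 and 0.395 in CAF-1 OFF, and 0.753 and 1.21 in HOXA9 OFF. In CAF-1 OFF, 34 genes were higher and 1 lower at 48 h, and 94 were higher and 7 lower at 96 h. In HOXA9 OFF, 290 genes were higher and 352 lower at 48 h, and 556 were higher and 992 lower at 96 h. Percentages higher were 93.1% in CAF-1 OFF at 96 h, and 45.2% and 35.9% in HOXA9 OFF. Shared genes were 38.2% at 48 h and 46.8% at 96 h. With 50 CPM, CAF-1 OFF list medians were 1.08 and 2.08 for early granulocyte, 0.031 and 0.12 for late granulocyte, 0.085 and 0.26 for megakaryocyte, 0.073 and 0.23 for erythroid, 0.043 and 0.13 for mast cell, 0.068 and 0.070 for eosinophil, and 0.20 and 0.34 for lymphoid genes. With 50 CPM, HOXA9 OFF list medians were −1.21 and −2.67 for progenitor, 2.51 and −0.52 for early granulocyte, 1.95 and 6.32 for late granulocyte, 0.22 and 0.24 for monocyte, −0.17 and −0.46 for mast cell, and 0.89 and 0.28 for eosinophil genes, and at 96 h alone −0.080 for lymphoid genes.

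Leaving the pseudocount out, with zeros at the floor of 3 counts, has the same effect as a smaller one and goes further. Without pseudocount, CAF-1 OFF list medians were 2.66 and 3.46 for early granulocyte, 2.01 and 3.55 for late granulocyte, 0.74 and 0.49 for monocyte, 1.95 and 3.81 for megakaryocyte, 1.68 and 2.02 for erythroid, 1.84 and 2.81 for mast cell, 1.14 and 2.46 for eosinophil, and 1.60 and 3.36 for lymphoid genes. Without pseudocount, HOXA9 OFF list medians were −2.50 and −5.48 for progenitor, 3.25 and −1.59 for early granulocyte, 6.77 and 10.02 for late granulocyte, 1.82 and 1.99 for monocyte, 1.75 and −0.22 for megakaryocyte, −1.53 and −2.34 for erythroid, −0.54 and −3.35 for mast cell, 3.31 and 1.68 for eosinophil, and −0.25 and −4.23 for lymphoid genes.

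TMM factors raised the later HOXA9 OFF libraries against their 0 h library. Distances were 0.393 and 0.590 in CAF-1 OFF, and 1.87 in HOXA9 OFF at 96 h. In CAF-1 OFF, 1 gene was lower at 48 h, and 21 lower at 96 h. Percentages higher were 92.7% in CAF-1 OFF at 96 h, and 56.5% and 46.0% in HOXA9 OFF. Shared genes were 69.4% at 96 h. Under TMM, CAF-1 OFF list medians were at 96 h 0.0061 for progenitor genes. Under TMM, HOXA9 OFF list medians were −1.83 and −3.73 for progenitor, 3.34 and −0.79 for early granulocyte, 4.10 and 8.74 for late granulocyte, 0.55 and 1.03 for monocyte, and 2.19 and 0.89 for eosinophil genes, and at 48 h alone −0.17 for mast cell genes. Summed S phase ratios were −0.27 in CAF-1 OFF at 96 h, and −1.11 and −3.16 in HOXA9 OFF. Summed G2/M ratios were 0.17 in CAF-1 OFF at 96 h, and −0.53 and −1.92 in HOXA9 OFF.

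Median-of-ratios factors acted in the same direction. Distances were 0.394 and 0.588 in CAF-1 OFF, and 1.15 and 1.88 in HOXA9 OFF. In HOXA9 OFF, 1301 genes were higher at 96 h. Percentages higher were 53% and 48.6% in HOXA9 OFF. Shared genes were 70.0% at 96 h. Under median-of-ratios, HOXA9 OFF list medians were −1.88 and −3.69 for progenitor, 3.28 and −0.75 for early granulocyte, 4.04 and 8.81 for late granulocyte, 0.51 and 1.08 for monocyte, −0.21 and −1.32 for mast cell, and 2.13 and 0.93 for eosinophil genes. Summed S phase ratios were −0.088 in CAF-1 OFF at 48 h, and −1.17 and −3.08 in HOXA9 OFF. Summed G2/M ratios were 0.084 in CAF-1 OFF at 48 h, and −0.59 and −1.84 in HOXA9 OFF.

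A total without mitochondrial and ribosomal protein genes was then used. Chaf1b log2 changes were −2.10 and −1.69 in CAF-1 OFF, and −2.96 in HOXA9 OFF at 96 h. Distances were 0.438 and 0.635 in CAF-1 OFF, and 1.19 and 1.94 in HOXA9 OFF. In CAF-1 OFF, 5 genes were lower at 48 h, and 64 lower at 96 h. Percentages higher were 21.9% in HOXA9 OFF at 96 h. Shared genes were 54.2% at 96 h. On this total, CAF-1 OFF list medians were 1.83 and 3.13 for early granulocyte, 0.21 and 0.71 for late granulocyte, and 0.80 and 1.16 for lymphoid genes, and at 96 h alone 1.31 for megakaryocyte and 1.11 for erythroid genes. On this total, HOXA9 OFF list medians were −2.21 and −4.50 for progenitor genes, and at 48 h alone 4.48 for late granulocyte and 2.12 for eosinophil genes, and at 96 h alone −1.46 for early granulocyte, −1.89 for mast cell and −0.45 for lymphoid genes. Summed S phase ratios were −4.08 in HOXA9 OFF at 96 h. Summed G2/M ratios were −2.83 in HOXA9 OFF at 96 h.

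The mean of both uninduced libraries was used as a pooled reference. Chaf1b log2 changes were −1.70 in CAF-1 OFF at 96 h. Distances were 0.400 and 0.584 in CAF-1 OFF, and 1.18 and 1.88 in HOXA9 OFF. In CAF-1 OFF, 4 genes were lower at 48 h. Against this reference, CAF-1 OFF list medians were 0.20 and 0.30 for monocyte, −0.12 and 0.043 for mast cell, 0 and 0.056 for eosinophil, and 0.50 and 0.81 for lymphoid genes, and at 48 h alone 0.12 for progenitor and 1.82 for early granulocyte genes. Against this reference, HOXA9 OFF list medians were −0.018 and −0.92 for mast cell, and 0.077 and −0.18 for lymphoid genes, and at 48 h alone 2.86 for early granulocyte and 2.19 for eosinophil genes, and at 96 h alone 7.81 for late granulocyte and −0.18 for erythroid genes. Summed S phase ratios were 0.048 and −0.28 in CAF-1 OFF, and −1.49 in HOXA9 OFF at 48 h. Summed G2/M ratios were 0.18 and 0.13 in CAF-1 OFF, and −0.86 in HOXA9 OFF at 48 h.

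A limit of 5% mitochondrial UMIs left 306, 262 and 165 cells in CAF-1 OFF and 212, 819 and 1469 in HOXA9 OFF. Chaf1b log2 changes were −2.07 and −1.25 in CAF-1 OFF. Distances were 0.426 and 0.643 in CAF-1 OFF, and 1.25 and 1.91 in HOXA9 OFF. In CAF-1 OFF, 8 genes were lower at 48 h, and 70 lower at 96 h. Percentages higher were 94.3% and 80.3% in CAF-1 OFF. At this limit, CAF-1 OFF list medians were 1.88 and 3.11 for early granulocyte, and 0.092 and 0.68 for mast cell genes, and at 48 h alone 0 for late granulocyte genes, and at 96 h alone −0.17 for progenitor and −0.059 for p53 target genes. At this limit, HOXA9 OFF list medians were 3.6 and −0.87 for early granulocyte, and −0.57 and −1.22 for mast cell genes, and at 48 h alone −2.35 for progenitor and 4.57 for late granulocyte genes. Summed S phase ratios were 0.063 in CAF-1 OFF at 48 h, and −1.72 in HOXA9 OFF at 48 h. Summed G2/M ratios were 0.033 and −0.031 in CAF-1 OFF, and −0.94 and −2.52 in HOXA9 OFF. Co-detection was 68.5% in CAF-1 OFF at 96 h, and 4.58% in HOXA9 OFF at 48 h. Median genes per cell changed by −91 and −160 in HOXA9 OFF.

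All barcodes were then used without a filter. Distances were 0.399 and 0.591 in CAF-1 OFF, and 1.14 and 1.83 in HOXA9 OFF. In CAF-1 OFF, 1 gene was lower at 48 h. Percentages higher were 46.4% and 34.3% in HOXA9 OFF. With every barcode, HOXA9 OFF list medians were at 48 h −1.95 for progenitor genes. Summed S phase ratios were 0.0081 and −0.28 in CAF-1 OFF, and −1.24 and −3.48 in HOXA9 OFF. Summed G2/M ratios were 0.19 and 0.15 in CAF-1 OFF, and −0.67 and −2.23 in HOXA9 OFF. Median genes per cell changed by −73 and −145 in HOXA9 OFF.

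Each cell's own CPM was averaged in place of the sum. As cell means, CAF-1 OFF list medians were at 48 h 0.16 for eosinophil genes, and at 96 h 0.70 for late granulocyte genes. As cell means, HOXA9 OFF list medians were 2.90 and −1.43 for early granulocyte genes, and at 48 h alone −2.38 for progenitor and 4.52 for late granulocyte genes, and at 96 h alone 0.37 for monocyte genes.

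Requiring a mean of 100 CPM leaves fewer genes by construction. Distances were 0.472 and 0.707 in CAF-1 OFF, and 1.45 and 2.39 in HOXA9 OFF. In CAF-1 OFF, 54 genes were higher and 0 lower at 48 h, and 98 were higher and 14 lower at 96 h. In HOXA9 OFF, 208 genes were higher and 324 lower at 48 h, and 241 were higher and 717 lower at 96 h. Percentages higher were 100% in CAF-1 OFF at 48 h, and 25.2% in HOXA9 OFF at 96 h. Shared genes were 64.8% at 48 h.

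No minimum adds genes whose ratios the pseudocount holds near 0. Distances were 0.287 and 0.412 in CAF-1 OFF, and 0.730 and 1.16 in HOXA9 OFF. In CAF-1 OFF, 4 genes were lower at 48 h. In HOXA9 OFF, 1391 genes were higher at 96 h. Percentages higher were 36.1% in HOXA9 OFF at 96 h. Shared genes were 41.5% at 48 h and 48.5% at 96 h.

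A size of 1.5-fold lets in more genes by construction. In CAF-1 OFF, 339 genes were higher and 61 lower at 48 h, and 561 were higher and 421 lower at 96 h. In HOXA9 OFF, 981 genes were higher and 1678 lower at 48 h. Percentages higher were 84.8% and 57.1% in CAF-1 OFF, and 36.9% and 33.2% in HOXA9 OFF. A size of 4-fold lets in fewer. In CAF-1 OFF, 22 genes were higher and 1 lower at 48 h, and 60 were higher and 1 lower at 96 h. In HOXA9 OFF, 204 genes were higher and 152 lower at 48 h, and 412 were higher and 786 lower at 96 h. Percentages higher were 98.4% in CAF-1 OFF at 96 h, and 57.3% and 34.4% in HOXA9 OFF. Shared genes were 45% at 96 h.

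With the summed counts thinned to the smallest total, 1 gene was lower in CAF-1 OFF at 48 h. With called doublets left out, 1 gene was lower there as well, and co-detection was 28.4% in CAF-1 OFF at 48 h.

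Shares of cells with a UMI follow depth by construction. Cells were first left unthinned. Co-detection was 57.7% and 95.5% in CAF-1 OFF, and 7.62% and 1.13% in HOXA9 OFF. Median genes per cell changed by −65 and −138 in CAF-1 OFF, and −1237 and −1702 in HOXA9 OFF. They were then thinned to 650 UMIs. Co-detection was 17.3% and 59.2% in CAF-1 OFF, and 1.07% and 0.0663% in HOXA9 OFF. Median genes per cell changed by 4 and −6 in CAF-1 OFF, and −44 and −98 in HOXA9 OFF. Thinning to 2600 UMIs followed, which left out 1084 of the 1510 HOXA9 OFF cells at 96 h and 290 of 1404 at 48 h, so that its values there describe the deeper cells. Co-detection was 42.8% and 91.1% in CAF-1 OFF, and 5.21% and 2.11% in HOXA9 OFF. Median genes per cell changed by 19 and −16 in CAF-1 OFF, and −126 and −178 in HOXA9 OFF. At least 2 UMIs were last required for detection. Co-detection was 10.9% and 57.3% in CAF-1 OFF, and 0.145% and 0.0727% in HOXA9 OFF.

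In CAF-1 OFF at 48 h, 23.3% of neighbours lay in uninduced libraries with 30 principal components, and 29.7% with cells thinned to 1300 UMIs. The 4 other draws of cells gave 16.0% to 18.4%. The lowest share of Pf4-positive cells in a cluster at 96 h lay within its counting interval under each alternative, between 83.5% and 87.2%.

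Depth limits what can be said of low genes. A library at 0 UMIs has a floor between 0.537 and 0.851 CPM, so differences below that level are not detectable. HOXA9 OFF at 96 h is the shallowest library, with a median of 2043.5 UMIs per cell, and 134 of its cells were below 1300 UMIs. Chaf1b rests on 18 and 35 UMIs in CAF-1 OFF and on 4 UMIs in HOXA9 OFF at 96 h, and the two-cell-stage-like and background lists on 1 UMI each.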

Other observations

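Of the tests below, those of free Pf4 RNA, of cycling cells in HOXA9 OFF and of a few interferon-rich cells were chosen only after the result was seen, as was the naming of clusters by Prg2 or Isg15. The other tests were written down with their limits before the values were examined, with the exception stated for the p53 list, and the test of a few Pf4-rich cells had first been meant to cover free RNA as well.

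A candidate explanation for the Pf4 rise in CAF-1 OFF at 96 h is a few cells rich in Pf4. In thinned cells, the 5% of cells with most Pf4 held 18.1% of its UMIs, where an equal spread over cells would give 11.4%. Pf4 held by a few cells alone needs over 50% and is excluded, but free RNA from such cells would lower this percentage, so it was tested apart. Free RNA reaches droplets alike, whatever they hold. Barcodes removed by the mitochondrial limit had 2.65 Pf4 UMIs each, against 14.7 in a kept cell, a ratio of 0.180 where free RNA needs over 0.50. In the same library Prg2, which was found in few cells, kept 96.9% of its UMIs in the top 5% of cells, so little of it had reached other droplets. Both values argue against free RNA as the whole source, and a smaller part of it stays open. That Pf4 is expressed across the cells of this library remains as a hypothesis.

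Doublets could give cells with granulocyte and megakaryocyte genes together. They would raise co-detection among cells with many UMIs, but at equal depth the share in the lower part of cells by UMI count was 1.01 times that in the upper part in CAF-1 OFF at 96 h, and 1.12 times at 48 h. Doublets are therefore excluded as the main source. For all 3 kinds of gene at 96 h the ratio was 0.733, with shares of 22.0% and 29.9%, so a contribution to that smaller share stays open. Co-detection at 96 h was close to the product of the single shares (77.4% against 75.3%), and at 48 h above it (25.03% against 19.4%). The excess at 48 h goes with the spread of Pf4 over clusters at that time, and its cause was not tested.

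Chaf1b fell in both arms, and a lower share of cycling cells may explain 1 of the falls. In HOXA9 OFF at 48 h, without a pseudocount, the Chaf1b log2 ratio of −1.76 lay within the range of the 25 S phase genes (−2.71 to −0.40), of which 12 were lower, as that explanation needs. At 96 h Chaf1b had 4 UMIs left, and with 10 CPM added it could not have left the range on the low side, so that time was not used. In CAF-1 OFF at 48 h, with 10 CPM added, the ratio of −1.79 lay below each of them (−0.57 to 0.52), so fewer cycling cells are excluded as its cause there. The hairpin is the explanation the design gives for CAF-1 OFF, and it was not tested beyond this.

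The larger number of higher than lower genes in CAF-1 OFF might come from the scaling to total UMIs. The lowest share higher under TMM or median-of-ratios factors was 89.2%, so that is excluded. The larger number of changed genes in HOXA9 OFF might come from differences in depth between libraries. With summed counts thinned to the smallest total, 2761 genes were at least 2-fold apart in HOXA9 OFF at 96 h and 288 in CAF-1 OFF, so depth is excluded as well.

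A list of two-cell-stage-like genes was fixed beforehand to ask whether CAF-1 depletion raises an embryonic program. It had 1 UMI in CAF-1 OFF at 96 h and 0 in the other libraries, with a UMI for 1 of its 8 genes, too few to set against random lists. A rise of two-cell-stage genes after CAF-1 depletion is thus left undecided at this depth.

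A p53 response after CAF-1 depletion was tested in the same way. The p53 target list had a median of 0.19 in CAF-1 OFF at 96 h, at the 93.8th percentile, below the limit of 0.20 at the 95th percentile, and medians of 0.045 at 48 h and of 0.037 and 0.12 in HOXA9 OFF. By the rule written beforehand this counts against a p53 response. Because the value lies close to the limit and the members move in both directions, it was read as undecided, and that reading was chosen after the value was seen. With a limit of 5% mitochondrial UMIs the median was −0.059. Cdkn1a was at 10.9, 25.9 and 28.9 CPM in CAF-1 OFF.

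Interferon response genes rose in both arms. The list had medians of 0.47 and 0.91 in CAF-1 OFF, where the limit at the 95th percentile of random lists was 0.16 at both times, and of 0.82 and 4.32 in HOXA9 OFF. Isg15 went from 2.37 to 14.3 and 33.2 CPM in CAF-1 OFF and from 1.43 to 16.6 and 499 CPM in HOXA9 OFF. An interferon response after CAF-1 depletion passed its test, with 4 of 10 genes at least 2-fold higher at 96 h. The list also rose in HOXA9 OFF, so the rise was not particular to CAF-1 OFF. A shared part of granulocyte maturation may explain both, which was not tested. A few interferon-rich cells were weighed for HOXA9 OFF at 96 h. The 5% of cells with most Isg15 held 34.9% of its UMIs, under the 50% that this needs, although 1 cluster of 81 cells had Isg15 at 1360 CPM.

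A mast cell or basophil program beside the megakaryocyte and erythroid genes in CAF-1 OFF was tested by the list median at 96 h. It was 0.50, over the limit of 0.15 at the 95th percentile of random lists, and so passed. The result rests on few genes, Cpa3 and Mcpt8 having risen at least 2-fold, and on the 0 h library of the arm as reference. Against both uninduced libraries the median was 0.043. In thinned cells of CAF-1 OFF at 96 h, Pf4 was found together with Cpa3 in 70.1% and with Mcpt8 in 60.6%, against 22.8% with Car2. The products of the single shares were close to these, at 69.3%, 57.2% and 22.3%, so the pairs show little association beyond the single shares. Cells that carry Pf4 also carry Cpa3 and Mcpt8 more often than Car2, which goes with the higher levels of those genes (2813, 1159 and 288 CPM).

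Some values belong to no comparison and no explanation was tested for them. Before filtering, the median barcode of the uninduced HOXA9 OFF library had 75.7% mitochondrial UMIs, against 6.62% in the uninduced CAF-1 OFF library, and 746 of its 1400 barcodes had under 200 genes. In HOXA9 OFF at 48 h, 1 cluster of 209 cells (14.9%) had Prg2 at 113147 CPM, and at 96 h 1 cluster of 119 cells had it at 30356 CPM. Hoxa9 in CPM rose 3.11-fold in HOXA9 OFF at 48 h (2.48 to 3.92), the arm in which the HOXA9 protein was switched off. Per 100 cells, Hoxa9 UMIs in that arm numbered 20.5 at 0 h, 27.2 at 48 h and 12.5 at 96 h. Total UMIs per cell also fell there. From its bulk RNA-seq coverage, the study read Hoxa9 expression as that of the fusion transgene and not of the endogenous gene. Lyz2 was almost without UMIs in these cells, which carry a lysozyme promoter-driven reporter, while Lyz1 rose in both arms.

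The percentages of higher genes and of genes shared between the arms come from summed single-cell counts with a rule of size, while the study's percentages come from replicated bulk RNA-seq, so their denominators differ and no direction is drawn between them.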
